A study of Homo sapiens with 24 samples. Its data were reported in "Specific tRNAs promote mRNA decay by recruiting the CCR4-NOT complex to translating ribosomes" (2024).

How the data were processed

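RNA decay was measured by SLAM-seq in HEK293T cells, a human embryonic kidney line. Cells carried CRISPR guides against CNOT3, a subunit of the CCR4-NOT deadenylase (sgCNOT3), or non-targeting guides (sgNT). New RNA was labelled with 75 µM 4-thiouridine for 24 h, with fresh medium every 3 h, and labelling was stopped with 10 mM UTP. RNA was taken 0, 1, 2, 4, 8 and 12 h into this chase. Iodoacetamide makes a labelled uridine read as C, so a converted read marks RNA that was made before the chase. The 24 libraries form 12 groups of 2 (2 genotypes at 6 chase times), and groups were taken from the sample titles. The labels name a pair of guides for each genotype but not which library received which. They do not say whether replicates were separate cultures, so p-values measure the spread between these libraries, which may be technical.

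The authors deposited 1 table with a T-to-C conversion ratio per gene and library, a fraction from 0 to 1. Per the paper's methods, reads of 3' end libraries were aligned to GRCh38 and analysed as in published SLAM-seq work. The submitters' processing notes name bcl2fastq. The aligner, the conversion caller, their versions and the annotation are not given in the sources used here, nor whether the ratio counts reads or single T positions. The table holds no read counts, so the depth behind each value is unknown and no counting interval can be given. An exact 0 can mean that no read was converted or that no read was present. No value was missing from the table.

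Of 19798 genes in the table, 3582 were listed at 0 in all libraries. Genes were kept when above 0 in all 4 libraries at 0 h and in at least 20 of the 24 libraries, which left 10731 genes (54.2%). The table holds 18 second copies of genes shared by the X and Y chromosomes and 28 symbols listed more than once, and gene identifiers were therefore used to join tables. Gene positions and coding sequences came from GENCODE release 44 on GRCh38, in which 19780 of the genes had an entry.

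Decay slopes were compared with limma 3.58.1 in R 4.3.3 on log2(conversion + pseudocount), with genotype, chase time and their interaction. The pseudocount was 1% of the median conversion at 0 h (0.34 percentage points). Differences on this scale understate changes of genes near 0. The trend option of the moderated test was on, tests were two-sided, and p-values were adjusted by Benjamini-Hochberg over all genes with a threshold of 0.05. A slope difference above 0 means that conversion fell more slowly in sgCNOT3 than in sgNT, or that it rose there, and such genes are termed slower. Contrasts at each chase time came from a limma model with 12 group means.

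Half-lives were fitted per gene and genotype as a single exponential to conversions divided by the genotype's mean at 0 h, with half-lives above 24 h set to 24 h. Fits with a residual standard error above 0.3 were left out (2848 genes), which left 7883. Among the fits kept, a flat or rising curve also counted as 24 h. Codon shares were taken from 1 coding sequence per gene. The 1000 genes with the largest share of a codon set were compared with all other genes by the Wilcoxon rank sum test across genes, one-sided as in the study, whose codon weights were not used here. For CGC, AGA and CGU, genes among the 1000 richest in CGG, CGA and AGG were moved from the set to the other genes. Genes are not independent replicates, and these p-values do not measure the spread between libraries. Gene lists were tested by fgsea 1.28.0 on the log2 half-life ratio, and by camera and fry of limma on the slope difference, for lists with at least 5 measured members. Camera was run with a preset correlation of 0.01 and with an estimated correlation. Fry tests whether the members of a list move, on balance, in 1 direction and does not compare them with other genes. Where a value per library was tested, genotypes were exchanged within chase times in all 46656 ways (exact permutation test, two-sided). Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used.

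The design, the gene lists and the rule for named genes were fixed before the data were examined. The rule names CNOT3 and all measured genes listed for CCR4-NOT, CNOT4 among them; the 10 genes with the most slowed and the 10 with the most hastened decay by moderated t, among those past the threshold with the same sign in both replicate numbers; the 8 mitochondrial ribosomal protein mRNAs that the study assayed by qRT-PCR; and the 2 highest and 2 lowest members of each list described. Example members are given for 7 of the lists only. These lists were chosen after the results had been seen, and partly to limit the number of alternative values to report. Over all lists the rule would name 124 genes, and their slope differences turned sign in 111 of 5176 values under the alternatives, 5 of them of genes past the threshold. Members named because a count was small were chosen after their values were seen.

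The models were tested on simulated data made from the sgNT curves and the spread of the 10731 genes. For the slope difference between sgCNOT3 and sgNT, 19% of 100 genes with a change of 0.1 log2 units per h and 39% of 100 with a change of 0.2 were recovered, with 0 wrong calls and median estimates of 0.097 and 0.20. For slopes compared as 2 against 2, 0% and 3% were recovered. For the 0 h contrast, 5% of 100 genes changed by 0.5 log2 units and 25% of 100 changed by 1 were recovered, with 2 wrong calls. A planted log2 half-life ratio of 0.5 in a simulation of 7344 genes came back as 0.51. The simulated libraries had independent errors, so they do not cover shifts shared by all genes of a library. Alternatives covered the pseudocount, filters, background subtraction, the chase times used, centring of each library on its median, the replicate number, left-out libraries, the half-life fit, and the size and covariates of the codon sets.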

Results

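The data were T-to-C conversion ratios of 24 SLAM-seq libraries, 12 from sgCNOT3 and 12 from sgNT cells, 2 at each chase time. The median conversion over genes in sgNT fell from 35.9% and 32.0% at 0 h to 5.73% and 5.17% at 12 h. In sgCNOT3 it was 35.9% and 32.7% at 0 h and 8.54% and 9.84% at 12 h. At 2 h the sgCNOT3 replicates had medians of 29.1% and 18.8%. Spearman correlations of replicates across genes, which are not independent replicates, were 0.64 to 0.76 in 10 groups, 0.34 in sgCNOT3 at 2 h and 0.53 at 4 h. Read depth is unknown. Of the kept genes, 1177 and 1191 were listed at 0 in the sgNT libraries at 12 h, against 328 and 224 in sgCNOT3.

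**Figure D1:**
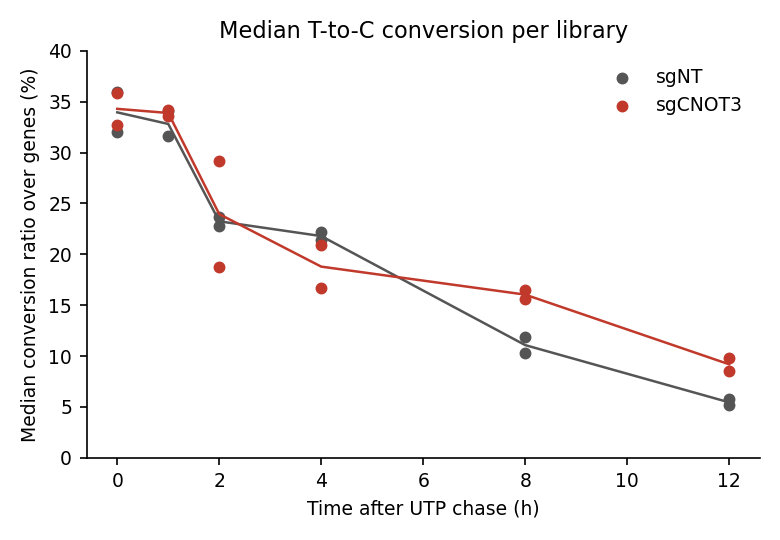
Median T-to-C conversion ratio over the kept genes (%, vertical axis) against time after the UTP chase (h, horizontal axis), 1 point per library, with lines through the means of the 2 libraries. Both sgCNOT3 libraries lie above both sgNT libraries at 8 and 12 h and below them at 4 h.

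CNOT3 itself (ENSG00000088038.20, chromosome 19, 54137749 to 54155681) was the targeted gene. Its conversion at 0 h was 34.7% and 31.5% in sgNT and 62.1% and 81.0% in sgCNOT3. In sgNT the values were 34.6% and 42.5% at 1 h, 16.3% and 26.1% at 2 h, 29.3% and 16.7% at 4 h, 15.3% and 25.8% at 8 h, and 12.1% and 2.33% at 12 h. In sgCNOT3 they were 60.6% and 69.0% at 1 h, 67.7% and 14.5% at 2 h, 11.9% and 16.7% at 4 h, 20.8% and 14.4% at 8 h, and 28.6% and 30.3% at 12 h. The slope difference of CNOT3 was 0.078 log2 units per h ± 0.077 (SE, adjusted p = 0.50). Its fitted half-life went the other way, from 6.93 h in sgNT to 3.43 h in sgCNOT3 (log2 ratio -1.01, with -0.60 in replicate 1 and -2.02 in replicate 2). A conversion share from the 3' end of the transcript does not measure editing at the guide site or the amount of RNA, so these values do not check the knockout.

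Among the other genes listed for CCR4-NOT, decay slowed for the scaffold partner CNOT2, the ubiquitin ligase CNOT4, the deadenylase CNOT8 and CNOT9. The study does not count CNOT4 as a stable part of the human complex. CNOT2 conversion at 12 h was 1.86% ± 0.64 in sgNT and 8.27% ± 0.80 in sgCNOT3 (SD, n = 2), with half-lives of 3.43 and 9.82 h (log2 ratio 1.52). The half-life of CNOT4 was 2.69 h in sgNT and 6.17 h in sgCNOT3, and that of CNOT8 was 4.98 and 9.22 h. CNOT9 had a slope difference of 0.067 per h ± 0.021 (adjusted p = 0.029), which turned to -0.022 when only 0 to 4 h were used. CNOT1, CNOT6, CNOT6L, CNOT7, CNOT10, CNOT11 and TNKS1BP1 did not pass the test, with slope differences from -0.028 (TNKS1BP1, SE 0.080) to 0.059 (CNOT11, SE 0.023). The count for the 12 listed genes was 4 slower over all genes and 5 adjusted over the list alone (adjusted p = 0.69 with an estimated correlation in camera), and after centring each library on its median 2 were slower and 2 faster.

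The comparison over all genes asked how loss of CNOT3 changes mRNA decay. The slope of conversion over the chase was higher in sgCNOT3 for 2324 genes, termed slower, and lower for 37, termed faster, of 10731 tested (98.4% of calls slower). For 88 of the 2324 the slope in sgCNOT3 was above 0, so that conversion rose during the chase, which is not a decay rate, and for 2 of the 37 it was above 0 in sgNT. YY1, a transcription factor (chromosome 14, 100238298 to 100282788), had 5.47% ± 0.32 conversion left at 12 h in sgNT and 18.3% ± 1.72 in sgCNOT3 (SD, n = 2), and half-lives of 5.15 and 18.3 h. JMJD6, a hydroxylase (chromosome 17, 76712832 to 76726799), had 1.18% ± 0.11 and 14.8% ± 5.75 left, with half-lives of 3.50 and 16.9 h. For MRPL10, of the large mitochondrial ribosomal subunit, 5.38% ± 0.37 was left in sgNT and 23.8% ± 0.37 in sgCNOT3.

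The splicing regulator HNRNPF (chromosome 10, 43385617 to 43409186) had a slope difference of 0.23 per h ± 0.018 (SE, adjusted p = 2.2e-07), and half-lives of 3.00 and 5.64 h. POLR1C, shared by RNA polymerases I and III, went from 2.99 to 11.3 h. BYSL, needed for assembly of the small ribosomal subunit, went from 2.63 to 9.11 h, CCDC12 from 3.64 to 18.3 h and POP7, of RNase P, from 2.52 to 4.63 h. COA6, a cytochrome c oxidase assembly factor, and GRPEL2, a mitochondrial chaperone partner, passed with slope differences of 0.31 ± 0.026 and 0.45 ± 0.043 per h (SE). Their conversion rose during the chase in sgCNOT3 and no half-life was kept, so the difference cannot be read as slower decay. Both started lower in sgCNOT3. GRPEL2 conversion at 0 h was 40.6% ± 3.28 in sgNT and 7.62% ± 1.41 in sgCNOT3 (SD, n = 2), and that of COA6 was 49.8% ± 4.89 and 17.0% ± 1.40. At 12 h in sgCNOT3 it was 21.96% ± 3.49 for GRPEL2 and 32.6% ± 1.07 for COA6.

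Faster decay was called for the RNA helicase DDX6 (chromosome 11, 118747763 to 118791164), which works with CCR4-NOT in mRNA decay. Its half-life was 5.05 h in sgNT and 3.67 h in sgCNOT3 (slope difference -0.087 per h ± 0.014 (SE), adjusted p = 1.4e-04). The serine synthesis enzymes PHGDH and PSAT1 followed. The half-life of PSAT1 was 6.59 and 4.94 h and that of PHGDH reached the 24 h limit in sgNT and 8.66 h in sgCNOT3. BOLA3, needed for lipoate synthesis, went from 18.3 to 10.4 h, RSL24D1 from 7.09 to 5.46 h, MLLT10 from 7.31 to 5.82 h and LAPTM4A from 6.72 to 5.53 h. PFDN2 went from 5.60 to 4.63 h and NAA20 from 6.00 to 4.96 h. NUDT13 was listed at 0 in both sgCNOT3 libraries at 12 h, where sgNT had 21.1% ± 0.62 (SD, n = 2).

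**Figure D2:**
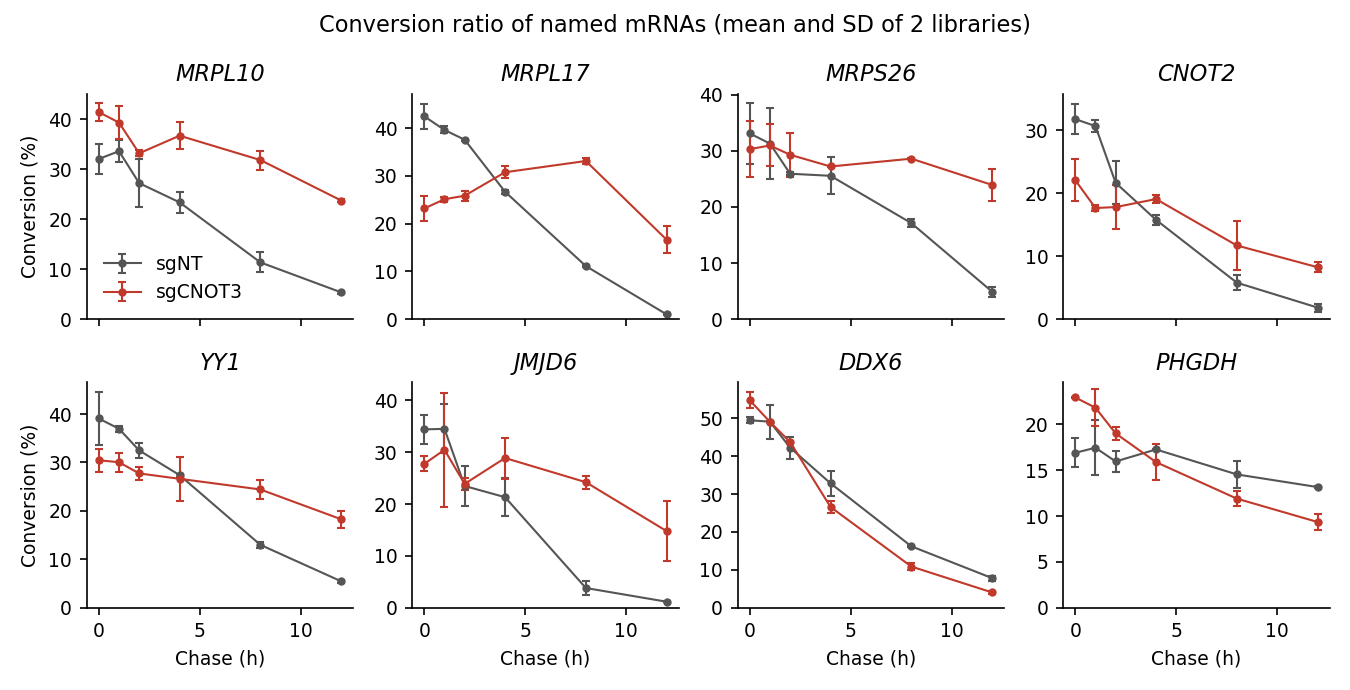
Conversion ratio (%, vertical axes, each starting at 0) against chase time (h) for 8 named mRNAs in sgNT and sgCNOT3, points and bars giving the mean and SD of 2 libraries. MRPL17 kept 1.02% at 12 h in sgNT and 16.6% in sgCNOT3, whereas DDX6 kept 7.83% and 4.06%.

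The direction of these calls depends on a shift shared by most genes. With each library centred on its median, 1240 genes passed, 586 slower and 654 faster (47.3% slower). Centring takes the same 0.066 per h off every slope difference, so a near even split follows by construction and is no separate test. With 1 slope per genotype and replicate number (2 against 2) limma called 0 genes, with 2834 at an unadjusted p under the threshold. After 1.83 percentage points were subtracted from every sgCNOT3 library, the gain at 12 h of the genes with the shortest half-lives and a step chosen after the data were seen, 1349 genes passed, 1237 slower and 112 faster. The slope of the library medians over chase time was higher in sgCNOT3 by 0.066 log2 units per h (exact permutation test, two-sided, p = 0.036). Leaving out late chase times moved the count too, with 1268 genes at 0 to 8 h and 122 at 0 to 4 h. At 0 to 4 h the median slope difference over genes was -0.037 log2 units per h, against 0.058 in the main fit. With 12 libraries, 427 genes passed without replicate 1 and 554 without replicate 2.

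Half-lives could be compared for 7883 genes. The median was 5.63 h in sgNT (quartiles 3.77 and 9.39 h) and 7.46 h in sgCNOT3 (quartiles 3.99 and 14.6 h). The median log2 half-life ratio was 0.22, with 0.29 in replicate 1 and 0.17 in replicate 2, and 63.0% of genes had a ratio above 0. The limit of 24 h was reached by 539 genes in sgNT, 1131 in sgCNOT3 and 473 in both. Genes whose conversion did not fall count among them. The median ratio was -0.17 when libraries were centred, and reports then a change relative to the typical gene. It was -0.091 at 0 to 4 h, 0.09 after the subtraction named above, and 0.47 from a log-linear fit.

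The study asked whether arginine codons that recruit CNOT3 to ribosomes mark mRNAs for decay. mRNAs rich in CGG, CGA and AGG had longer half-lives in sgCNOT3 relative to sgNT than other mRNAs. The median log2 half-life ratio was 0.49 for the 1000 mRNAs with the largest share and 0.19 for the other 6780, a shift of 0.30 (one-sided Wilcoxon test across genes, p = 6.6e-40, n = 1000 and n = 6780 genes). The shift was 0.24 in replicate 1 and 0.31 in replicate 2. For 704 mRNAs rich in the other arginine codons CGC, AGA and CGU the shift was 0.039 (p = 0.033, n = 704 and n = 7076 genes). The 7076 include the mRNAs rich in CGG, CGA and AGG. mRNAs rich in codons for N, K, I, Y, F and M plus ACU, read by tRNAs with an extra D-loop nucleotide, were shifted the other way, by -0.17 (p = 7.3e-12, n = 1000 and n = 6780 genes).

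After a linear fit on GC content and coding length the CGG/CGA/AGG shift was 0.11 (p = 1.6e-08) and the shift of the N/K/I/Y/F/M/ACU set -0.055 (p = 0.018, n = 1000 and n = 6780 genes for both). The CGC/AGA/CGU shift was then -0.016, whereas it was 0.11 at 0 to 4 h and 0.087 without the filter on residuals. It also no longer passed without any 1 of 6 libraries, at 0.035 without sgNT 4 h replicate 1, 0.028 without replicate 2, 0.036 without sgNT 8 h replicate 2, 0.029 without sgNT 12 h replicate 1, 0.037 without sgCNOT3 0 h replicate 1 and 0.026 without sgCNOT3 4 h replicate 2. Across libraries, the mean slope difference of the CGG/CGA/AGG-rich set exceeded that of other genes by 0.022 log2 units per h (exact permutation test, two-sided, p = 0.12), which did not pass.

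**Figure D3:**
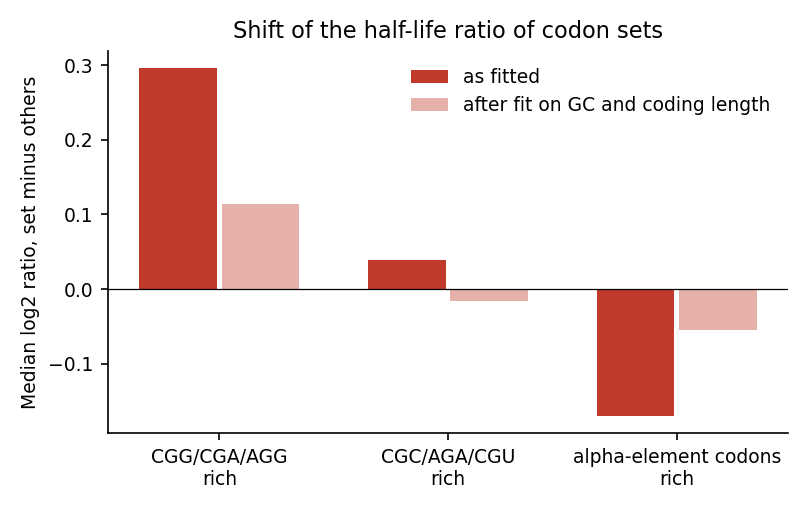
Median log2 half-life ratio (sgCNOT3 over sgNT) of each codon-rich set minus that of all other genes (vertical axis, bars from 0), as fitted and after a linear fit on GC content and coding length. The CGG/CGA/AGG bar is 0.30 and then 0.11, and the CGC/AGA/CGU bar changes sign.

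Mitochondrial ribosomal protein mRNAs were the group singled out by the study in these samples, so their counts are not independent evidence of direction. Of 82 measured, 46 decayed more slowly in sgCNOT3, 1 faster (MRPL33, 6.52 to 5.04 h) and the rest did not pass; adjusted over the list alone the counts were 51 and 1. The call of MRPL33 (slope difference -0.063 per h, adjusted p = 0.038) was lost in 20 of 42 alternatives, over which its slope difference ran from -0.13 to -0.039. Their median half-life was 8.23 h in sgNT and 14.3 h in sgCNOT3, a median log2 ratio of 0.78 (normalized enrichment score 1.90, adjusted p = 6.0e-06). MRPL17 (chromosome 11, 6680385 to 6683340) went from 4.24 h to the 24 h limit, with 1.02% ± 0.09 and 16.6% ± 2.85 conversion left at 12 h (SD, n = 2). MRPL23 did not pass (slope difference -0.040 per h, SE 0.051). In camera the adjusted p was 5.8e-07 with the preset correlation and adjusted p = 0.69 with an estimated correlation. After each library was centred on its median, camera with the preset correlation gave adjusted p = 0.67.

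All 8 mitochondrial ribosomal protein mRNAs that the study assayed by qRT-PCR passed as slower, over all genes and adjusted over the list alone, a set it chose and so not independent evidence. The count was 6 of 8 after centring and 7 of 8 after the subtraction of 1.83 points. The call of MRPS31 was lost in 18 of 42 alternatives, and its slope difference was -0.0063 at 0 to 4 h. Half-lives went from 5.36 to 18.0 h for MRPL10, 4.41 to 8.76 h for MRPL46, 3.77 to 6.83 h for MRPL44, 4.65 to 14.3 h for MRPL36 and 5.42 to 15.0 h for MRPS2. MRPS26 and MRPS31 reached the limit from 6.47 and 10.8 h. The median log2 ratio of the set was 1.54 (enrichment adjusted p = 0.017, camera adjusted p = 0.20 with an estimated correlation). On the slope scale the whole list of 82 did not exceed other genes (-0.0025 log2 units per h, exact permutation test, two-sided, p = 0.79). When libraries were centred 8 of the 82 were slower and 3 faster.

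Cytosolic ribosomal protein mRNAs were long-lived in both genotypes, with a median half-life at the 24 h limit. Of 80 measured, 3 passed as slower (RPL5, RPL15 and RPL24) and 0 as faster, and 1 passed adjusted over the list alone. The call of RPL24 was lost in 20 of 41 alternatives and that of RPL15 in 10 of 42. RPL5 had half-lives of 17.9 h in sgNT and the limit in sgCNOT3, and its 0 h conversion was 34.1% ± 1.07 and 16.9% ± 0.22 (SD, n = 2). RPL15 went from 20.4 h to the limit. RPL30 (slope difference -0.015 per h, SE 0.018) and RPS23 (-0.019, SE 0.015) were lowest. The enrichment score was -1.49 (adjusted p = 0.024), where 60 of 80 ratios were 0 at the limit and the mean ratio was above 0 (0.05), and camera gave adjusted p = 0.69 with an estimated correlation. After centring, which takes the same 0.066 per h off every slope difference, 0 were slower and 8 faster.

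Nuclear genes for mitochondrial translation factors and synthetases had a median log2 ratio of 0.64. Of 28 measured, 10 passed as slower and 0 as faster, with 11 adjusted over the list alone. MTIF3, an initiation factor, went from 5.39 to 20.9 h, and MTRFR, a ribosome rescue factor, from 3.22 to 14.1 h. CARS2 (slope difference -0.019 per h, SE 0.12) and MTFMT (-0.046, SE 0.11) did not pass. The enrichment score was 1.52 (adjusted p = 0.085, and adjusted p = 0.69 with an estimated correlation in camera), and after centring 2 members were slower and 0 faster. Of 4 mRNAs encoded by mitochondrial DNA, which CCR4-NOT in the cytosol does not reach, 3 passed as slower (MT-ATP6, MT-ND4L and MT-CO2) and all 4 adjusted over the list alone. MT-ATP6 went from 3.68 to 15.3 h and MT-CO2 from 2.65 to 5.60 h. MT-ATP8 had a slope difference of 0.082 per h ± 0.035 (SE, adjusted p = 0.10). After centring, 0 of the 4 passed.

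Of 24 measured p53 targets, 15 passed as slower, 15 adjusted over the list alone and 0 as faster. TRIAP1 went from 3.00 to 5.39 h and SESN1, a stress-induced regulator of growth signalling, from 3.95 to 5.64 h. SPATA18 (slope difference -0.011 per h, SE 0.15) and TP53INP1 (-0.049, SE 0.12) did not pass. The median log2 ratio was 0.84 (enrichment adjusted p = 0.11), and camera gave adjusted p = 0.59 with an estimated correlation. Of 26 AU-rich and immediate early mRNAs, 7 passed as slower, 7 adjusted over the list alone and 0 as faster. The survival factor MCL1 went from 2.88 to 5.30 h and ID2, an inhibitor of differentiation, from 2.12 to 6.06 h. VEGFA (slope difference -0.088 per h, SE 0.048) and ID1 (-0.081, SE 0.077) did not pass (list adjusted p = 0.69 with an estimated correlation in camera). After centring, 6 p53 targets were slower and 1 faster, and 2 AU-rich mRNAs were slower and 1 faster.

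Integrated stress response targets moved both ways, with 6 of 26 slower and 3 faster, or 8 and 3 adjusted over the list alone. The amino acid transporter chain SLC3A2 went from 4.96 to 10.4 h and the stress factor DDIT3 had a slope difference of 0.31 per h ± 0.066 (SE). PHGDH, PSAT1 and the transporter SLC7A5, which went from 7.94 to 3.87 h, were the faster ones (list adjusted p = 0.59 with an estimated correlation in camera). The call of SLC7A5 was lost in 19 of 42 alternatives. After centring, 2 were slower and 9 faster.

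The question at 0 h was whether conversion already differed at the start of the chase. Labelling and turnover during the labelling period were not told apart. Conversion at 0 h was higher in sgCNOT3 for 87 genes and lower for 439. Later contrasts changed direction with time. At 1 h 99 genes were higher and 263 lower, at 2 h 166 and 266, at 4 h 230 and 573, at 8 h 2031 and 212, and at 12 h 3417 and 293. Among the named genes, GRPEL2 (log2 difference -2.37), COA6 (-1.53), RPL5 (-1.001), MRPL17 (-0.87), HNRNPF (-0.50), SLC3A2 (-0.46) and RPL15 (-0.39) were lower at 0 h, and MT-ND4L (0.96) and MRPL23 (2.06) were higher. At 12 h BYSL was higher by 3.88 and MRPL17 by 3.63 on the log2 scale, and DDX6 fell by 0.90.

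Library medians set these splits as well. After centring, 103 genes passed at 0 h (3 higher, 100 lower), 37 at 1 h (0 and 37), 46 at 2 h (9 and 37), 150 at 4 h (80 and 70), 993 at 8 h (420 and 573) and 2649 at 12 h (1084 and 1565). The 0 h count was 181 and 236 without sgNT 0 h replicate 1 or replicate 2, and 240 and 301 without sgCNOT3 0 h replicate 1 or replicate 2.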

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

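The tests on random regrouping of libraries, on a background as the whole cause, on genotype labels, on exchanged chase times, on GC content and length and on the 24 h limit were chosen only after the result was seen. The tests of a constant background in the shortest- and longest-lived genes and of slower growth were set before their results were seen.

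The difference in median conversion between the genotypes changed direction with chase time. The sgCNOT3 libraries were both lower than the sgNT libraries at 4 h, by -3.002 percentage points, and both higher at 8 h, by 4.96, and at 12 h, by 3.74. This change of direction was not tested.

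The slower fall of conversion over most genes was weighed against chance, a background and growth. Among 100 splits that exchanged genotypes within chase times, 2 called as many genes as the real split, itself included. The real split called 2361 genes, and the highest other splits 2791, 2230, 1886 and 1771. Such a count was uncommon among splits of libraries (under the 0.05 level). Those 4 other splits relabelled 16, 14, 8 and 8 of the 24 libraries, where relabelling all 24 gives the real split again. They kept part of the genotype grouping, so they cannot show whether such a count arises without the genotype. Libraries may be technical replicates, and limma on 2 against 2 slopes called 0 genes, so chance between cultures cannot be excluded. A constant background of conversions in sgCNOT3 as the whole cause predicts the same gain for every gene, and is argued against by the genes of intermediate half-life, which gained 2.80 percentage points at 12 h against 1.83 in those of shortest half-life (under 3.529 h in sgNT), a ratio of 1.54 (95% bootstrap interval over genes 1.42 to 1.67, and 1.28 to 1.71 over the 4 pairs of libraries). The gain was alike in the genes of shortest and of longest half-life (1.77 points in those over 7.375 h, ratio 1.03, interval 0.89 to 1.21). This met the prediction for a constant background, which was set before its result was seen. The comparison with genes of intermediate half-life was chosen afterwards. Genes at the 24 h limit in either genotype were left out before these groups were formed. The longest-lived group therefore lacks genes that slowed to the limit in sgCNOT3. After the 1.83 points were subtracted from every sgCNOT3 library 1349 genes passed, of which 1237 slower and 36 faster were among the 2361. A background may thus account for part of the slower fall. Slower growth alone, as 1 rate taken off every gene, predicts falls in decay rate that are alike in shortest- and longest-lived genes, a ratio near 1. The ratio was -2.45 (95% bootstrap interval over genes -3.39 to -1.57). The fall in replicate 2 was -0.029 per h, a rise, in the shortest-lived genes and 0.012 in the longest-lived. Only replicate 2 was used for the fall, and its sgCNOT3 2 h library had a median of 18.8% against 29.1% in replicate 1. Genes at the 24 h limit were left out, also those that reached it in sgCNOT3. This test therefore cannot decide whether growth was the whole cause. An effect of CNOT3 loss on decay stays open beside a background and slower growth. The paper reports reduced fitness of these cells after loss of CNOT3, and growth as part of the cause was not tested.

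The sgCNOT3 libraries at 2 h differed from each other, with a correlation of 0.34 across genes. A wrong genotype label on either is argued against by 66 genes that separated the genotypes at all other chase times, of which 97.0% and 74.2% (exact 95% binomial interval over genes 62.0% to 84.2%) lay on the sgCNOT3 side, against 10.6% and 6.06% in the sgNT 2 h libraries, although some sgNT material in replicate 2 may remain, since the other sgCNOT3 libraries at 0 to 8 h had 85.2% to 97.0%. Over all times 23 of 24 libraries lay on the side of their label by such genes, which did not place either sgCNOT3 12 h library clearly (51.55% and 43.3% of 97 genes), and 24 of 24 did so by correlation over all genes, although with only 0.0096 for sgCNOT3 2 h replicate 2, where the other sgCNOT3 libraries had 0.067 to 0.34. An exchange of a 2 h with a 4 h library would raise the mean correlation of the 2 pairs by 0.16, with pairs of 0.69 and 0.50 where other groups had 0.64 to 0.76. As labelled, both pairs lay below that range (0.34 and 0.53), so their spread was larger than in the other groups. An exchange can be neither shown nor excluded, because 1 of the exchanged pairs stays below the range too. No biological explanation was tested.

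The higher half-life ratio of CGG/CGA/AGG-rich mRNAs was weighed against composition and the fit. GC content and coding length as the whole cause are argued against by the shift of 0.11 that remained after a fit on both, and the 24 h limit by the shift of 0.33 among genes below it in both genotypes. The shift fell from 0.30 to 0.11 under that fit, so composition may account for part of it. The exact test over libraries did not pass (p = 0.12), so spread between libraries stays open too.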

How the results depend on the processing

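The subtraction of an offset or of 0.02 and the fits without the 2 h and 4 h libraries were chosen after seeing the data. So were half-lives from 12 h over 0 h, and centring of half-lives, of the 1 to 12 h contrasts and in camera and fry. The other alternatives were planned. The shift of CGG/CGA/AGG-rich mRNAs kept its direction and passed under every alternative run, from 0.10 with GC content, length and control half-life fitted to 0.40 without the 24 h limit. The enrichment of mitochondrial ribosomal protein mRNAs passed in all fits without 1 library or replicate (1.73 to 2.08), but camera with an estimated correlation gave an adjusted p = 0.69. Of the lists, 6 passed by enrichment, 0 by camera with an estimated correlation and 20 by fry, which asks another question, all upward, but after centring 5 passed by fry, 2 upward and 3 downward. The number of genes with a changed slope was 1268 at 0 to 8 h, 122 at 0 to 4 h, 1240 after centring, 1349 after subtraction of the offset and 0 by limma on 2 against 2 slopes (2834 at an unadjusted p under 0.05). The 0 to 8 h, 0 to 4 h and 2 against 2 fits use fewer values, which can lower a count. At 0 to 4 h the median slope difference also turned, to -0.037 per h from 0.058 in the main fit, with 91 genes slower and 31 faster. How much of that fall comes from fewer values was not tested. For centring and the offset the cause of the change in this number was not tested. Without 1 library or replicate it was 427 to 2582. At 0 h the count was 328 with the stricter filter, which tests fewer genes, 103 after centring and 314 without the 2 h and 4 h libraries of both genotypes, and 181 to 579 without 1 library; a lone library was assumed to vary like the other groups. Centring gave 37 genes at 1 h, 46 at 2 h, 150 at 4 h and 993 at 8 h. Replicate numbers did not pair the libraries, since deviations of same-numbered libraries had a mean correlation of 0.008 (-0.055 to 0.215), and with the replicate block 2358 genes had a changed slope and 491 a change at 0 h. The 0 h contrast without replicate 1 or 2 at all times was not run because no residual degrees of freedom remain. Depth is unknown, so what it limits cannot be stated.

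The median log2 half-life ratio was -0.091 at 0 to 4 h, -0.17 after centring, 0.47 from a log-linear fit, 0.090 after subtraction of the offset, 0.32 without the sgCNOT3 2 h and 4 h libraries, 0.35 without those of both genotypes and 0.38 from 12 h over 0 h. The shift of CGC/AGA/CGU-rich mRNAs was 0.017 at 0 to 8 h, 0.043 after centring, 0.016 for half-lives under 24 h, 0.028 without the sgCNOT3 2 h and 4 h libraries, 0.026 without those of both genotypes and 0.032 without mitochondrial ribosomal protein mRNAs. It passed at 0.012 without 0 h, 0.087 without the filter on residuals and 0.11 at 0 to 4 h. It was -0.016 with GC content and length fitted and -0.0096 with control half-life added, and 0.026 to 0.072 without 1 library or replicate. The shift of the N/K/I/Y/F/M/ACU set was -0.050 with all of these fitted. The cause was not tested for these changes.

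Slope differences of 72 named genes gave 3004 values under the alternatives, of which 2619 kept direction and call, 314 no longer passed, 13 passed in addition and 58 turned sign, in 21 genes. At 0 to 8 h these were TNKS1BP1 0.062, CNOT1 0.017, CNOT7 -0.030, CNOT3 -0.17, CARS2 0.065, MTFMT 0.0075, ID1 0.070 and TP53INP1 0.21. At 0 to 4 h they were CNOT9 -0.022, CNOT7 -0.044, CNOT3 -0.43, MRPS31 -0.0063, CARS2 0.31, SPATA18 0.46, TP53INP1 0.17, H2AC6 -0.0085 and H4C8 -0.24. Centring takes 0.066 per h off the slope difference of all 72 genes alike, which by construction turned 7 values, CNOT6L -0.033, CNOT10 -0.016, CNOT7 -0.060, CNOT11 -0.0068, RPL5 -0.019, RPL15 -0.030 and RPL24 -0.033. Subtraction of the offset gave CNOT6L -0.0066 and CNOT7 -0.011, and of 0.02 CARS2 0.0056 and SPATA18 0.049. A pseudocount of 5% gave CARS2 9.17e-05, the fit without 0 h MRPL23 0.016, that without the sgCNOT3 2 h and 4 h libraries CNOT7 -0.00141, and that without those of both genotypes CARS2 0.030. Without 1 library or replicate, values ran from -0.077 to 0.015 for TNKS1BP1, -0.018 to 0.0032 for CNOT1, -0.049 to 0.017 for CNOT6, -0.0014 to 0.010 for CNOT7, -0.0029 to 0.16 for CNOT3, -0.092 to 0.012 for MRPL23, -0.19 to 0.15 for CARS2, -0.27 to 0.18 for MTFMT, -0.19 to 0.027 for ID1, -0.16 to 0.13 for SPATA18 and -0.21 to 0.11 for TP53INP1. Apart from centring, the cause was not tested. Of genes past the threshold, CNOT9, MRPS31, H2AC6 and H4C8 turned sign at 0 to 4 h and RPL5, RPL15 and RPL24 by centring alone. The call of H2AC6 was lost in 31 of 42 alternatives, that of RPL24 in 20 of 41 and that of SLC7A5 in 19 of 42. The call of EIF4G2 was lost in 15 of 42 alternatives, that of CNOT9 in 11 and that of RPL15 in 10.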

Other observations

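The codon-by-codon correlations and the exact tests over libraries were chosen only after the results were seen.

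Other gene groups were mostly slower where they moved. The same held over all genes, with 2324 slower and 37 faster of 10731. A lack of faster calls therefore does not mark a group. Of 29 mitochondrial import proteins and chaperones 13 were slower, of 49 S phase and DNA replication genes 18, of 40 G2/M genes 12, of 33 proteasome subunits 13 and of 28 heat shock genes 14, with 0 faster in each. Adjusted over the list alone the counts were 13, 20, 15, 14 and 15. Among 37 translation factors 15 were slower and 1 faster (EIF4G2, 7.41 to 5.80 h), and 17 and 1 adjusted over the list alone. Of 19 mRNAs sensitive to nonsense-mediated decay 10 were slower and 0 faster, with 10 adjusted over the list alone. These 7 lists had adjusted p = 0.69 or, for the G2/M genes, adjusted p = 0.71 with an estimated correlation in camera. After centring, 3 import genes were slower and 5 faster, and the counts were 4 and 3 for S phase, 1 and 3 for G2/M, 0 and 5 for the proteasome, 1 and 1 for heat shock, 0 and 3 for translation factors and 0 and 1 for decay-sensitive mRNAs. Centring takes the same 0.066 per h off each slope difference, so these counts are no separate test of each group.

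Cholesterol synthesis genes had 9 of 24 slower (11 adjusted over the list alone), cytosolic aminoacyl-tRNA synthetases 6 of 23 (7 adjusted over the list alone, with 1 faster), and nuclear-encoded OXPHOS subunits 9 of 78 (9 adjusted over the list alone). Of 333 zinc finger genes 69 were slower and 1 faster (ZNF226, 15.4 to 7.44 h), with the same counts adjusted over the list alone. The median half-life of these genes was 3.08 h in sgNT and 2.97 h in sgCNOT3, with 133 ratios above 0, 109 below and a median log2 ratio of 0.083. Decay factors outside CCR4-NOT had 7 of 27 slower and 1 faster, which was DDX6, also adjusted over the list alone, and RNA-binding proteins that recruit CCR4-NOT had 8 of 22 slower (9 adjusted over the list alone). The only glycolysis gene of 20 to pass was BPGM (4.28 to 8.89 h), also over the list alone. Of 15 replication-dependent histone genes 4 were slower (H2AC25, H2AC6, H4C8 and H3C6), also adjusted over the list alone, and their mRNAs lack the poly(A) tail that the 3' libraries select. The call of H2AC6 was lost in 31 of 42 alternatives. Camera with an estimated correlation gave an adjusted p between 0.69 and 0.97 for these lists. The enrichment score of OXPHOS subunits was 1.36 and that of glycolysis genes 1.63, with adjusted p = 0.088, which did not pass, and adjusted p = 0.024, whereas their slopes relative to other genes lay below 0 (-0.059 and -0.049). The scores rest on half-life ratios, of which 42 of 76 for OXPHOS subunits and 9 of 16 for glycolysis genes were 0 because both half-lives were at the 24 h limit, and the median ratio of each list was 0. Enrichment also passed for mitochondrial import proteins and chaperones (1.64, adjusted p = 0.024) and for histone genes (1.61, adjusted p = 0.024, from 6 ratios), but camera with an estimated correlation gave adjusted p = 0.69 and adjusted p = 0.94. The nuclear long non-coding RNA list had 1 measured member, TUG1, which was slower (4.51 to 8.18 h), and the list of other lineages had 1, COL1A1, which did not pass. After centring, 0 OXPHOS genes were slower and 22 faster, and 25 zinc finger genes were slower and 4 faster. The centred counts were 1 slower and 7 faster for other decay factors, 1 and 4 for glycolysis, 0 and 2 for the synthetases, 1 and 1 for cholesterol synthesis, 1 and 0 for the recruiting proteins and 0 and 1 for histones, and TUG1 did not pass.

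Taken codon by codon across 7780 genes, which are not independent replicates, CGG had the highest Spearman correlation with the log2 half-life ratio of all sense codons (0.21), and also after GC content at the third codon position and coding length were taken out (0.093). CGC, in the comparison set, ranked next before that step (0.18) and fell to rank 6 after it (0.050). The other codons of the CGG/CGA/AGG set ranked lower before that step, AGG at 25 (0.055) and CGA at 28 (0.035), and at 5 and 4 after it (0.055 and 0.070). CGU, in the comparison set, ranked 27 before it (0.037) and 3 after it (0.075), above both, and AGA ranked 43 (-0.13) and 14 (0.032). Mitochondrial ribosomal protein mRNAs had a median CGG/CGA/AGG share of 4.69% against 2.77% over all genes, and cytosolic ribosomal protein mRNAs had 4.10%. Their shares of N/K/I/Y/F/M/ACU codons were 25% and 31.5%, against 25.3% over all genes, and those of CGC/AGA/CGU 3.61% and 5.12%, against 2.63%.

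Over libraries, p53 targets exceeded other genes in slope difference by 0.069 log2 units per h (exact permutation test, two-sided, p = 0.012, adjusted p = 0.13 over 23 lists). The 8 mRNAs assayed by qRT-PCR exceeded them by 0.12 (exact permutation p = 0.011, adjusted p = 0.13). Below other genes lay glycolysis genes by -0.049 (exact permutation p = 0.044, adjusted p = 0.26), OXPHOS subunits by -0.059 (exact permutation p = 0.048, adjusted p = 0.26) and cytosolic ribosomal proteins by -0.067 (exact permutation p = 0.057, adjusted p = 0.26). None of the 23 lists passed after adjustment.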
